A study of Mus musculus with 9 samples. Its data were reported in "Cancer-cell-secreted miR-204-5p induces leptin signalling pathway in white adipose tissue to promote cancer-associated cachexia" (2023).

How the data were processed

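RNA was sequenced from epigonadal white adipose tissue (eWAT), the fat pad beside the ovary and uterus, of 9 female NSG mice, an immunodeficient strain, at week 12. The 3 groups of 3 mice were untreated, injected through the tail vein with extracellular vesicles (EVs) of MDA-MB-231 cells (10 injections over 5 weeks), or bearing an orthotopic tumour of these cells. MDA-MB-231 is a human triple-negative breast cancer cell line. Each library came from its own mouse. The labels call the controls untreated, whereas the paper speaks of tumour-free mice and of mice given PBS.

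Per the paper's methods, the authors trimmed reads with SeqPrep and Sickle, aligned them with HISAT2, assembled them with StringTie, quantified genes with RSEM and tested them with DESeq2. The submitters' processing notes instead name Bowtie 0.12.2 and the builds mm8 and mm9, and the labels name both a TruSeq and a SMARTER library kit. The annotation is not given in the sources used here, so no coordinates are printed. The deposited table gave expected_counts (estimated counts per gene, not whole numbers) and columns named TPM for 53700 gene IDs. Of these, 52093 matched the reference gene table and 1607 did not, which are given by their ID.

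The deposited columns named TPM were used as a score, not as TPM, since they differed from a plain TPM. Their totals were 0.697 to 1.28 times the sum that TPM has by definition, and 75 to 635 genes per library had 0 counts and a value above 1. Of 14954 genes above 0 in every column, 99.9% met, within a relative tolerance of 0.0001, the pattern left by least-squares removal of 3 batches with negative values set to 0. The highest share for any of 251 other batch assignments was 5.32%. These inferred batches held untreated mouse 7 alone, tumour-bearing mice 17 and 22, and the other 6 mice. No label gives a batch.

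The EV columns appear to have been joined to the others by gene symbol. Among symbols carried by more than 1 gene ID, 24 of 33 had identical EV counts to 2 decimals for their IDs, against 0 of 35 in untreated and 0 of 29 in tumour-bearing libraries. Counts of such genes in the EV group can belong to another gene ID, and each one named below is marked.

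Expected counts were rounded and fitted with edgeR 4.0.16 in R 4.3.3: filterByExpr, TMM scaling, and the quasi-likelihood test with 1 term for group over all 9 libraries. The filter kept 17876 genes. The biological coefficient of variation was 62.8% and TMM factors ran from 0.756 to 1.32. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. Log2 fold changes carry a standard error (SE) worked back from the test, as the absolute fold change over the square root of its F statistic. For genes with few or no counts in a group it gives no reliable interval. Levels are TMM-scaled CPM (counts relative to the library total), given as mean ± SD.

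Groups of genes were tested with camera in limma 3.58.1 on log2 CPM, with a preset correlation of 0.01 between genes and adjustment over the lists. Of 34 lists written from general knowledge, 32 had at least 3 measured members. The list of genes the study names was taken from the paper and is not independent evidence. The groups, tests, lists, alternatives and the rule for naming genes were fixed before the data were examined. The rule named every gene of the study's list, up to 10 called genes per direction by fold change (at least 5 CPM over the compared groups and no overlap between them, without predicted genes), and up to 4 members of a described list by p. A gene with 0 counts throughout a group was given a bound against a floor of 3 counts per library; floors cover counting error only.

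The mt-Co1 to Ndufv1 ratio was compared with exact permutation tests, 2-sided. For miR-204-5p, 15396 genes had an annotated 3′ UTR and 2480 were not searched. Genes with a 7mer-m8 (AAAGGGA) or 8mer (AAAGGGAA) site were compared with the others within 20 bins of UTR length by 100000 permutations. Sharing of the EV and tumour effects was set against 20 simulations of unchanged groups, and against 8 simulations for each alternative. All libraries, the untreated ones included, were drawn gene by gene from each gene's overall mean and spread. Both simulated effects used the same simulated untreated libraries. Differences in tissue makeup between libraries were not simulated.

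The count test was tested on simulated data made from the libraries' own means and spreads. Changed genes were drawn only from those with a mean of at least 5 CPM, and differences in tissue makeup were not simulated. Recovery in the real data can therefore be lower. For EV versus untreated (17362 genes), 40 of 100 genes changed 4-fold and 89 of 100 changed 32-fold were recovered, with 9 false calls among 138. For tumour bearing versus untreated (17303 genes) these were 42 and 94, with 2 false calls among 138. For tumour bearing versus EV (17304 genes) they were 28 and 88, with 3 false calls among 119. The miR-204-5p test, over 15396 genes, found a difference of -0.08 (permutation p = 0.0015) for a simulated shift of -0.1.

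Alternatives were DESeq2 size factors in edgeR, no scaling factors, no filter, a stricter filter, fits of 2 groups alone, mitochondrial genes left out, the DESeq2 1.42.0 Wald test, limma on the deposited TPM columns, an estimated gene correlation, fgsea 1.28.0, and leaving out each mouse. Alternatives chosen after seeing the data were the inferred batches as a term, gene IDs that share a symbol left out, in edgeR, camera and fgsea, and fits without the libraries that held ovary or smooth muscle transcripts. Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 was used for the rest.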

Results

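The transcriptome of eWAT was measured in 9 female NSG mice at week 12, in 3 groups of 3: untreated mice 4, 7 and 10, mice 36, 37 and 41 injected with MDA-MB-231 EVs, and tumour-bearing mice 17, 21 and 22. Libraries held 20097628 to 26149263 counts. Every replicate pair differed beyond sampling noise (chi-square per degree of freedom 29.7 to 849). Xist, the X-inactivation RNA, was at 238 CPM or more in all 9 libraries, here without TMM scaling.

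The 9 tissue samples differed in cell makeup in ways that crossed the groups. Transcripts of ovary were abundant in untreated 10, EV 36 and EV 41: Inha, a granulosa cell hormone subunit, was at 1385, 1422 and 1407 CPM there and at 0.537 to 4.15 CPM in the other 6. Cyp11a1, the side-chain cleavage enzyme that starts steroid synthesis, was at 3377, 734 and 1515 CPM in the same libraries. Untreated 7 had the highest Myh11, smooth muscle myosin, at 5384 CPM, and the lowest Adipoq, the fat cell hormone adiponectin, at 131 CPM. Adipoq was 4381 CPM in untreated 4, 4422 CPM in EV 37 and 2969 to 4350 CPM in tumour-bearing mice, and 334 to 727 CPM in the ovary-containing libraries. Inha, Cyp11a1, Myh11 and Adipoq were chosen here after their values were seen. Markers of skeletal muscle were high in all 3 tumour-bearing libraries.

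**Figure D1:**
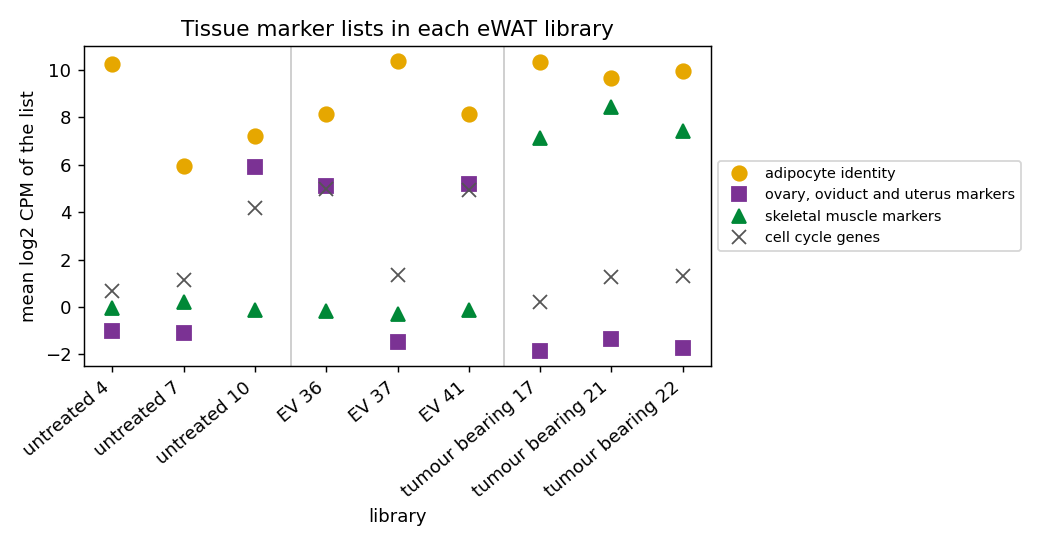
Mean log2 CPM (y axis) of 4 marker lists in each of the 9 libraries (x axis), with vertical lines between the groups. Ovary and cell cycle lists were high in untreated 10, EV 36 and EV 41, and the skeletal muscle list averaged 7.13 to 8.44 in the 3 tumour-bearing libraries.

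The first comparison asked what repeated injection of MDA-MB-231 EVs did to eWAT RNA. Lep, which encodes the fat cell hormone leptin, had a log2 fold change of 3.31 ± 1.54 (SE). It rested on EV 37, at 714 CPM, against 39.0 and 37.2 CPM in EV 36 and 41 and 2.25 to 49.1 CPM in untreated mice. Without EV 37 the log2 fold change was 0.53. Vhl, the ubiquitin ligase subunit that marks HIF1A for breakdown and the study's proposed vesicle target, was 28.5 ± 5.89 CPM in EV and 25.3 ± 2.43 CPM in untreated mice (SD, n = 3), and Hif1a was 98.5 ± 18.1 and 108.8 ± 41.5 CPM. Ucp1, the uncoupling protein of thermogenic fat, was 136 CPM in EV 41, 24.4 CPM in EV 37 and 0.931 CPM in EV 36, against 23.2, 0.207 and 0.641 CPM in untreated 4, 7 and 10. None of these passed the test (edgeR adjusted p = 1 for each).

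By edgeR, 1 gene was called in this comparison. Aldoa, the glycolytic enzyme aldolase A, had a log2 fold change of -11.05 ± 0.99 and an adjusted p of 0.0483 (n = 3), but both Aldoa gene IDs carried the same EV counts of 17, 12 and 22, so this value is marked by the apparent join of the EV columns. At an unadjusted p under 0.05 there were 212 genes where 894 were expected by chance, and 515 genes (2.88%) had groups that did not overlap, against 10% by chance. DESeq2 called 16 genes, of which 14, Aldoa among them, share a symbol with another gene ID or repeat its EV counts; the others were Gjb2 and AC121821.1. The limma test on the deposited TPM columns called 6. The Aldoa call was lost without EV 36, EV 37, EV 41, tumour bearing 17, tumour bearing 21 or tumour bearing 22 (0 called genes each), and 2 genes were called without untreated 4 or untreated 10.

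Of the 18 genes the study names, 0 passed the test over all genes by edgeR and 0 adjusted over the list alone. Cidea, a lipid droplet protein of thermogenic fat, had a log2 fold change of 1.71 ± 0.90 and Dio2, the deiodinase that activates thyroid hormone, 0.87 ± 0.77. Rab27a, needed for vesicle release, was at -1.20 ± 0.70, Vcl at -0.45 ± 0.44, Stat3 at -0.14 ± 0.26, Lepr at -0.25 ± 0.59 and Socs3 at 0.33 ± 0.48. Prdm16, Ppargc1a and Adrb3 were at 0.22 ± 0.51, -0.01 ± 0.61 and 0.43 ± 1.22, the lipases Pnpla2 and Lipe at -0.32 ± 1.16 and -0.08 ± 1.19, and mt-Co1 and Ndufv1 at -0.53 ± 1.01 and -0.12 ± 0.49.

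Among gene groups, 9 of 32 lists were called (6 higher, 3 lower), and 0 with an estimated correlation (lowest adjusted p = 0.84 with an estimated correlation). The cell cycle list had the smallest p: all 20 members had positive values, median log2 fold change 1.58, adjusted p = 7.35e-09, and adjusted p = 0.84 with an estimated correlation. In this list 0 members passed over all genes by edgeR or adjusted over the list alone. Cdk1, Kif11, Mki67 and Top2a were at 1.57, 1.58, 1.89 and 1.92. The median ran from 0.43 without the ovary libraries (adjusted p = 0.0215) to 3.89 without untreated 10, where the list was also called higher. The list moved with the ovary transcripts, as Mki67 was 34.3, 72.0 and 72.9 CPM in untreated 10, EV 36 and EV 41 and 1.51 to 6.06 CPM elsewhere. The macrophage list was higher (median 0.63, 18 of 20 members positive, adjusted p = 0.00058; adjusted p = 0.84 with an estimated correlation), with Mpeg1 at 0.90, Itgax at 1.45, Trem2 at 1.13 and Adgre1 at 0.97. Its call was lost without untreated 10 (adjusted p = 0.394) and without EV 37 (median -0.02, adjusted p = 0.953).

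Lists closest to the study's questions gave calls that changed with the test or with single libraries. The leptin signalling list had a median of 0.03 (adjusted p = 0.544), HIF1 target genes -0.02 (adjusted p = 0.378) and VHL-HIF regulators -0.12 (adjusted p = 0.184). Nuclear-encoded OXPHOS subunits, the proteins of the respiratory chain, had a median of -0.10 with 65 of 75 members negative (adjusted p = 0.138). Atp5o among them, at -7.87, is marked by the apparent join of the EV columns. By fgsea, HIF1 target genes (adjusted p = 0.0399), OXPHOS subunits (adjusted p = 0.000157) and mitochondrial mRNAs (adjusted p = 0.0131) were called lower. Without gene IDs that share a symbol, Aldoa of the HIF1 list and Atp5o among them, these values by fgsea were 0.57, 0.000285 and 0.00911. By camera, OXPHOS subunits were called lower without untreated 7, untreated 10 or EV 37 (adjusted p = 4.61e-11, 0.000942 and 2.74e-07) and called higher without untreated 4 (median 0.48, adjusted p = 4.92e-09), where Adipoq was high. The thermogenic and beige list was called higher (median 0.35, 21 of 33 positive, adjusted p = 0.0355; adjusted p = 0.84 with an estimated correlation). Cidea, Otop1, Alpl and Ckmt1 were at 1.71, 2.16, -2.30 and -2.93. This call was lost without untreated 7, untreated 10, EV 37, EV 41, tumour bearing 17 or tumour bearing 21, with adjusted p from 0.0617 to 0.426, and by fgsea (adjusted p = 0.106).

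Other lists gave these values for EV versus untreated. Lipolysis genes had a median of 0.10 (adjusted p = 0.0109), adipocyte identity genes 0.08 (adjusted p = 0.000205) and lymphocyte markers 0.80 (adjusted p = 0.0355), all called higher. Immediate early and heat shock genes had a median of -0.59 (adjusted p = 0.000558), cytosolic ribosomal proteins -0.16 (adjusted p = 0.00551) and erythroid genes -0.65 (adjusted p = 0.0109), all called lower. Each of these 6 had an adjusted p = 0.84 with an estimated correlation. The lipolysis, adipocyte and lymphocyte calls were lost without untreated 7, untreated 10 or EV 37, with adipocyte medians of -0.41, -0.32 and -0.88 there. The lipolysis and adipocyte lists moved with Adipoq. The lymphocyte list had mean log2 CPM of 1.96, -0.44 and 0.86 in untreated 4, 7 and 10, in the order of Adipoq, and of 1.72, 1.16 and 1.64 in EV 36, 37 and 41, where EV 37 held most Adipoq. Only 5 of its 16 members were measured, and their median ran from 0.242 to 4.69 CPM over all libraries. The call of this list does not show that lymphocytes rose in these immunodeficient mice. The ribosomal call turned higher without untreated 7 (median 0.16) and was lost without untreated 10 or EV 37 (adjusted p = 0.0553 and 0.489). The erythroid call was lost without untreated 4, untreated 10 or EV 36 (adjusted p = 0.918, 0.0556 and 0.451) and by fgsea (adjusted p = 0.106).

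Lists not called in this comparison were mitochondrially encoded mRNAs (median -0.51), cholesterol synthesis (-0.24), glucocorticoid-responsive genes (-0.42), acute phase and cytokine genes (0.36), neutrophil markers (0.53), endothelial markers (-0.06), fibroblast and collagen genes (0.18), mesothelial markers (-0.11) and skeletal muscle markers (-0.15). The same held for mammary epithelial markers (-0.87), nerve and Schwann cell markers (-0.32), circadian clock genes (-0.18), insulin signalling and glucose uptake (0.02) and the genes the study names (median -0.05, mean 0.37). The sign of the test differed from the median for lipogenesis and triglyceride synthesis (-0.23), fatty acid oxidation (-0.12), interferon-stimulated genes (0.13) and the stress response list (-0.0021), and ovary markers had a median of 0.69 and a mean of -0.18. Without untreated 10 the ovary median was 8.26 (adjusted p = 0.000942). Over the alternatives, cholesterol synthesis was called lower in 6 (lowest adjusted p = 0.000546) and glucocorticoid-responsive genes in 5 (0.000231). Fibroblast and collagen genes were called higher in 6, mesothelial markers in 4 and acute phase genes in 3 (0.000157 for acute phase genes). Mitochondrial mRNAs were called lower in 5 and higher without untreated 4 (median 0.80, adjusted p = 0.00158). Without the ovary and smooth muscle libraries the medians of the fibroblast, mesothelial and mitochondrial lists were 1.34, 1.03 and -1.13. That fit compared untreated 4 with 1 EV mouse, and its spread came from the tumour-bearing libraries alone. Over the alternatives, skeletal muscle and mammary markers were called in 0, and each other list of this paragraph in 1 to 5.

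**Figure D2:**
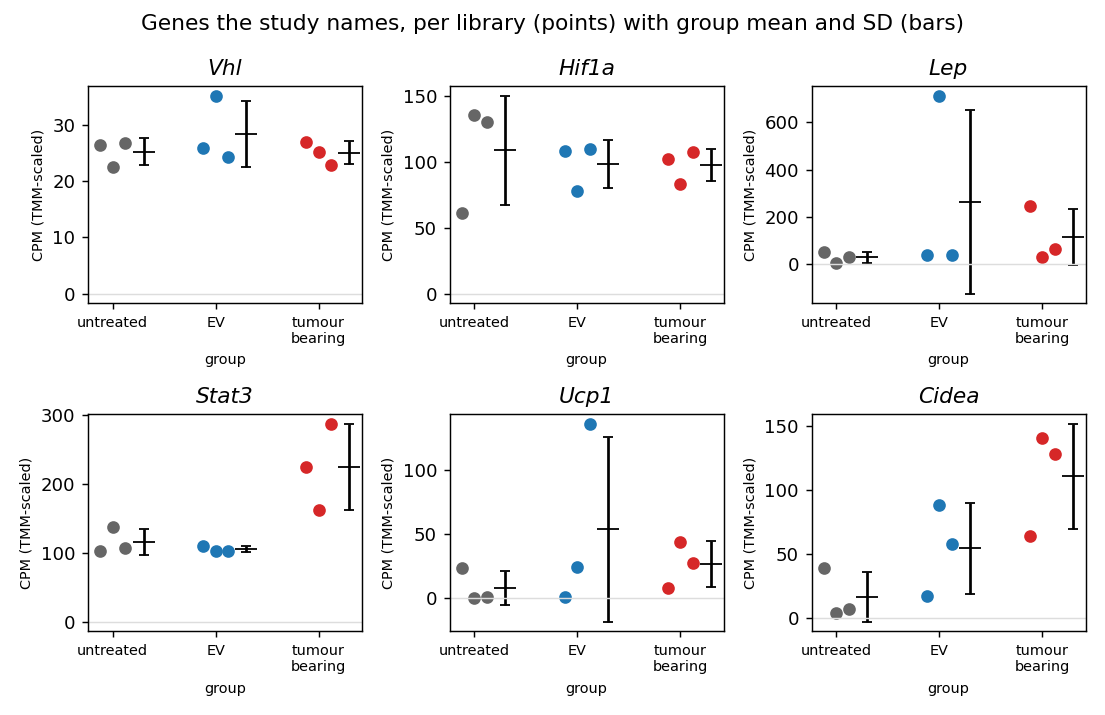
TMM-scaled CPM (y axis) of 6 genes the study names in untreated, EV and tumour-bearing mice (x axis), with 1 point per library and bars for mean and SD (n = 3). The highest Lep point is EV 37 at 714 CPM, the highest Ucp1 point is EV 41 at 136 CPM, and Vhl spans 22.5 to 35.3 CPM over all libraries.

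The second comparison asked what an MDA-MB-231 tumour did to eWAT RNA. Genes of skeletal muscle rose in all 3 tumour-bearing mice. Mb, which encodes the oxygen store myoglobin, was 147.7 ± 32.6 CPM against 0.135 ± 0.178 CPM in untreated mice (SD, n = 3), a log2 fold change of 10.23 ± 0.87. Tnnc2, fast troponin C, was 262 ± 130.2 against 0.233 ± 0.176 CPM (10.11 ± 0.87), and Actn3, the alpha-actinin of fast fibres, 193.6 ± 117 against 2.49 ± 0.603 CPM (6.28 ± 0.51), all 3 at an edgeR adjusted p of 0.00757. Of the 18 muscle markers, 10 rose over all genes by edgeR and 17 adjusted over the list alone (median 6.76, adjusted p = 1.61e-40; adjusted p = 0.00529 with an estimated correlation).

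In all, 39 genes rose and 0 fell by edgeR at the threshold, with 2119 genes at an unadjusted p under 0.05 where 894 were expected, and 2108 genes (11.8%) without overlap, against 10% by chance. DESeq2 called 243 higher and 507 lower, including all 39. The limma test on the deposited TPM columns called 1 gene and shared 0 with the 39, so it called none of the muscle genes named here. The named genes with the largest rise were Myh4 (12.34 ± 1.48), Myh1, Atp2a1 (10.63 ± 1.11), Mb, Tnnc2, Pvalb, Csrp3, Ckmt2, Xirp2 and Myoz1, which encode myosins, a calcium pump and other muscle proteins. Csrp3 and Ckmt2 had 0 counts in the untreated libraries and were at least 166-fold and 142-fold higher against a floor of 3 counts per library. Pvalb, Xirp2 and Myoz1 had 1, 1 and 3 counts there and reached 88.7, 32.7 and 45.8 CPM with the tumour. Prex1, a Rac exchange factor picked out after its values were seen, also rose (38.2 ± 7.78 against 12.4 ± 1.27 CPM, log2 fold change 1.62 ± 0.23, adjusted p = 0.0405). The count was 17 without untreated 10, 25 without EV 36, 23 without EV 41, 16, 14 and 8 without tumour bearing 17, 21 and 22, and 4 with the inferred batches as a term. The calls of Mb, Tnnc2, Actn3 and Pvalb held without each single library. Myh4 lost its call without untreated 7 or 10, EV 36 or tumour bearing 17 or 22, and Myh1 without untreated 7 or 10, EV 36 or 41 or any 1 tumour-bearing library. Csrp3 and Ckmt2 lost theirs without any 1 tumour-bearing library, Ckmt2 also without EV 41, Xirp2 and Myoz1 without tumour bearing 21 or 22 and Atp2a1 without 22. The calls of Mb and Tnnc2 were lost with the batch term (adjusted p = 0.0898 and 0.0576) at log2 fold changes of 10.03 ± 1.12 and 11.43 ± 0.96. That term sets tumour bearing 21 alone against untreated 4 and 10, because the other libraries of these groups lie in batches without the other group. Prex1 was not recomputed under the alternatives. The median of all genes was -0.12, and -0.45 without scaling factors, where 26 genes were called.

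Vhl was 25.1 ± 2.06 CPM with the tumour (log2 fold change -0.01 ± 0.21, adjusted p = 0.981) and Hif1a 97.6 ± 12.4 CPM (-0.16 ± 0.32, adjusted p = 0.823). Lep was 112 ± 119 CPM (2.08 ± 1.47, adjusted p = 0.529) and was at -0.54 with the inferred batches as a term. Stat3, the transcription factor below the leptin receptor, was 224.7 ± 62.8 against 115.7 ± 19.0 CPM (0.96 ± 0.26), and Socs3, its feedback inhibitor, 32.7 ± 10.99 against 9.38 ± 5.64 CPM (1.80 ± 0.49). Both had an edgeR adjusted p of 0.418 and DESeq2 adjusted p of 0.0157 and 0.0175, the lowest over all alternatives, where the highest was 1. Ppargc1a, the coactivator of mitochondrial biogenesis, was at 1.96 ± 0.63 and Cidea at 2.74 ± 0.93 (adjusted p = 0.418 for each, and 0.0457 for Cidea by DESeq2), and Ucp1 at 1.73 ± 1.82 (adjusted p = 0.653). The other study genes were Prdm16 at 1.16 ± 0.52, Rab27a at -1.57 ± 0.71, Dio2 at 1.26 ± 0.78, Ndufv1 at 0.75 ± 0.49, Lepr at -0.82 ± 0.60, Pnpla2 at 0.95 ± 1.17, Lipe at 0.87 ± 1.20, Vcl at 0.32 ± 0.44, mt-Co1 at 0.41 ± 1.01 and Adrb3 at 0.43 ± 1.22. By edgeR, 0 of the 18 passed over all genes and 0 adjusted over the list alone.

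Gene groups of fat, vessels and immune cells were higher in tumour-bearing eWAT: 25 of 32 lists were called (20 higher, 5 lower), and 1, skeletal muscle, with an estimated correlation. Leptin signalling had a median of 0.96 with 8 of 11 positive (adjusted p = 0.00495; adjusted p = 0.216 with an estimated correlation). Stat3 and Socs3 rose adjusted over the list alone, and Irs1 and Stat5b were at 1.99 and 0.61. That call was lost without untreated 4 (adjusted p = 0.0608) and with the inferred batches as a term (median -0.02, adjusted p = 0.171), and was kept against untreated 4 alone (median 0.81, adjusted p = 0.0185). OXPHOS subunits had a median of 0.62 with 74 of 75 positive (adjusted p = 7.15e-15; adjusted p = 0.464 with an estimated correlation), with Ndufb11, Uqcr11, Ndufa13 and Ndufs6 at 0.66, 0.93, 0.62 and 0.63 and 0 members past the test over all genes by edgeR or adjusted over the list alone. Without the libraries holding ovary or smooth muscle the OXPHOS median was -0.13 (adjusted p = 0.0198). HIF1 target genes had a median of 0.24 (adjusted p = 0.0936). They were called higher without untreated 4 (median 0.41, adjusted p = 0.0229) and with the inferred batches as a term (median 0.20, adjusted p = 0.0366), and the adjusted p ran up to 0.84 over all alternatives. VHL-HIF regulators had a median of 0.09 with a mean of -0.13 (adjusted p = 0.162).

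The thermogenic and beige list had a median of 0.78 with 23 of 33 positive (adjusted p = 1e-05; adjusted p = 0.171 with an estimated correlation). Ckmt2, its 1 called member by edgeR, is a creatine kinase also abundant in muscle. Ppargc1a and Pdk4, at 1.96 and 2.29, are expressed in muscle as well, and Cidea was at 2.74. Adipocyte identity genes had a median of 1.09 with all 25 positive (adjusted p = 6.71e-09; adjusted p = 0.446 with an estimated correlation), Mest, Sncg, Plin4 and Lep being at 1.40, 2.39, 1.57 and 2.08. The adipocyte list moved with Adipoq, low in untreated 7 and 10, and without the ovary and smooth muscle libraries its median was -0.35 (adjusted p = 0.00781). The thermogenic list had mean log2 CPM of 2.52, 1.78 and 2.34 in untreated 4, 7 and 10, in the order of Adipoq, of 2.499, 2.573 and 3.451 in EV 36, 37 and 41, highest in EV 41 with little Adipoq, and of 3.08 to 3.50 with the tumour. Its median without those libraries was 0.83 (adjusted p = 0.000226). The tumour-bearing libraries had skeletal muscle lists at 7.13 to 8.44, against -0.30 to 0.22 elsewhere, so muscle transcripts may raise the thermogenic list, and this was not tested apart. Whether they also raise the leptin signalling, OXPHOS, fatty acid oxidation or insulin signalling lists was not tested either. Of 20 macrophage markers, 13 rose adjusted over the list alone and 0 over all genes by edgeR (median 1.67, adjusted p = 1.21e-10; adjusted p = 0.333 with an estimated correlation), with Itgam at 2.52, Adgre1 at 2.62, Mpeg1 at 1.55 and Fcer1g at 2.14. These 4 were called by DESeq2 (adjusted p = 0.00108, 0.00792, 0.0259 and 0.0446). Of 14 endothelial markers, 6 rose adjusted over the list alone and 0 over all genes by edgeR (median 1.14, adjusted p = 6.71e-09; adjusted p = 0.376 with an estimated correlation), with Vwf at 1.51, Tie1 at 1.10, Tek at 1.17 and Flt1 at 1.60. DESeq2 called Vwf and Tie1 (adjusted p = 0.0254 and 0.0441). Against untreated 4 alone the macrophage median was 0.96 (adjusted p = 7.71e-06) and the endothelial call was lost (median 0.60, adjusted p = 0.165).

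Cell cycle genes were lower with the tumour (median -1.85, 20 of 20 negative, adjusted p = 0.0206; adjusted p = 0.667 with an estimated correlation), Plk1, Birc5, Rrm2 and Cenpf being at -2.69, -2.80, -1.75 and -2.54. Ovary markers were lower as well (median -8.01, or -7.19 with 2 genes at their bound, 13 of 13 negative, adjusted p = 0.0117; adjusted p = 0.546 with an estimated correlation), with Inha, Cyp11a1 and Amh at -8.49, -11.18 and -8.34. Without untreated 10 the cell cycle median was 0.19 (adjusted p = 0.875) and the ovary call was lost (adjusted p = 0.26). The cell cycle call was also lost without tumour bearing 17 (adjusted p = 0.134).

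Among the other lists, lipolysis (median 0.87), fatty acid oxidation (0.79), lipogenesis (0.45), insulin signalling (0.89), mitochondrially encoded mRNAs (0.46) and the genes the study names (0.91) were called higher in tumour-bearing mice, with adjusted p = 0.446, 0.446, 0.501, 0.269, 0.564 and 0.171 with an estimated correlation. Adipoq was low in untreated 7 and 10. Without the ovary and smooth muscle libraries, which leaves untreated 4 alone, the medians of lipolysis, fatty acid oxidation, lipogenesis and mitochondrial mRNAs were -0.33, -0.20, -0.55 and -0.68 (adjusted p = 0.0253, 0.248, 0.00311 and 0.0185). Those of insulin signalling and the genes the study names were 0.31 and 0.61 there (adjusted p = 0.133 and 0.178). Acute phase and cytokine genes (1.51), neutrophil markers (2.19), lymphocyte markers (1.48), glucocorticoid-responsive genes (0.81), interferon-stimulated genes (0.57), fibroblast and collagen genes (0.43) and erythroid genes (0.63) were also called higher, with adjusted p = 0.328, 0.376, 0.376, 0.544, 0.667, 0.539 and 0.539 with an estimated correlation. The lymphocyte list rests on 5 of 16 members, at a median of 0.242 to 4.69 CPM over all libraries. Its call does not show that lymphocytes rose in these immunodeficient mice. Cholesterol synthesis (-0.66), ribosomal proteins (-0.32) and mammary epithelial markers (-5.33) were called lower, with adjusted p = 0.546, 0.736 and 0.446 with an estimated correlation. Calls were lost without untreated 7 for mitochondrial mRNAs, lipogenesis, glucocorticoid-responsive, lymphocyte and erythroid genes (adjusted p = 0.218, 0.0858, 0.0547, 0.192 and 0.209) and for ribosomal proteins (median 0.02). Without untreated 10 they were lost for mitochondrial mRNAs, glucocorticoid-responsive, erythroid, cholesterol, interferon and mammary genes (adjusted p = 0.131, 0.0591, 0.109, 0.0791, 0.449 and 0.0791). Against untreated 4 alone, neutrophil, lymphocyte, glucocorticoid, interferon, erythroid, cholesterol and mammary calls were lost (adjusted p = 0.127, 0.589, 0.774, 0.734, 0.508, 0.674 and 0.743), and ribosomal proteins were called higher (median 0.31, adjusted p = 5.21e-07). By fgsea, lipogenesis and cholesterol synthesis lost their calls (adjusted p = 0.107 and 0.069), and mesothelial markers were called lower (adjusted p = 0.0103).

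Without tumour bearing 21 the calls of mitochondrial mRNAs, glucocorticoid-responsive, lymphocyte, erythroid and cholesterol genes were lost (adjusted p = 0.36, 0.995, 0.0696, 0.191 and 0.191), and glucocorticoid genes had a median of -0.09 there. Interferon-stimulated genes lost their call without tumour bearing 17 or 22 (adjusted p = 0.253 and 0.3), mammary genes without 17 (0.0526), cholesterol genes without 22 (0.23) and fibroblast genes without untreated 4 or tumour bearing 22 (0.33 and 0.2). Lists not called were mesothelial markers (median -0.42, with 4 of 12 fallen adjusted over the list alone), nerve and Schwann cell markers (-0.84), immediate early and heat shock genes (0.54), circadian clock genes (-0.16) and the stress response list (0.08, mean -0.04). Immediate early genes were called higher with the inferred batches as a term (median 1.91, adjusted p = 2.23e-07).

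**Figure D3:**
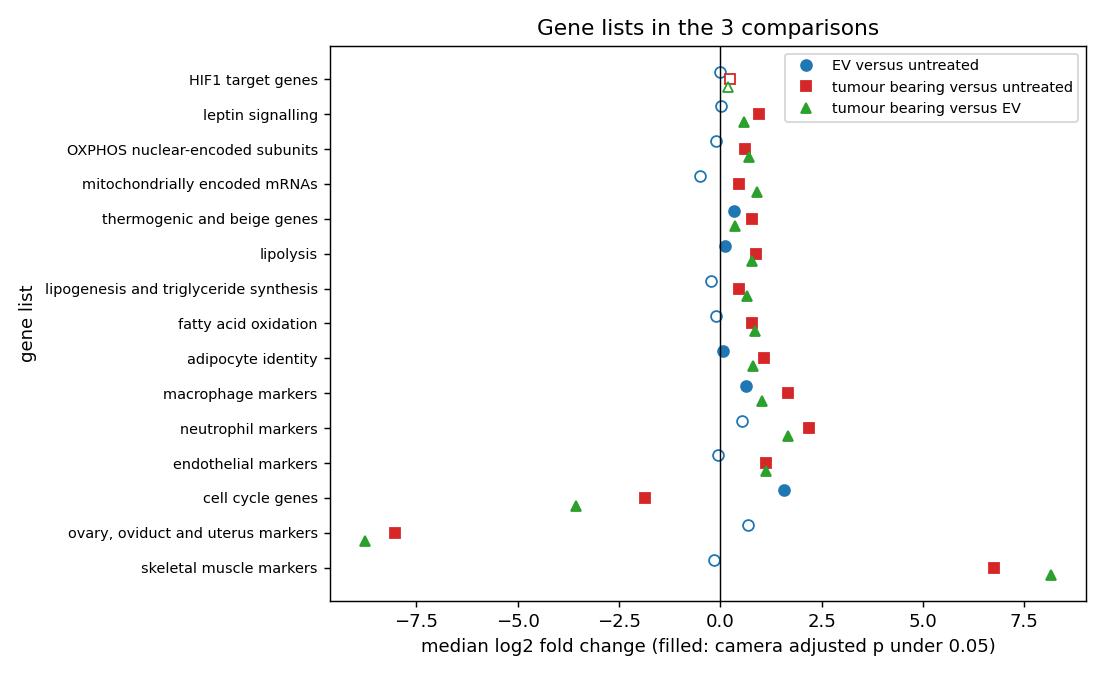
Median log2 fold change (x axis) of 15 gene lists (y axis) in the 3 comparisons; filled symbols passed camera with the preset correlation. Skeletal muscle stands at 6.76 and 8.16 in the comparisons with the tumour, and leptin signalling at 0.03, 0.96 and 0.59 for EV versus untreated, tumour bearing versus untreated and tumour bearing versus EV.

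The third comparison tested the difference between the tumour and EV effects directly. Skeletal muscle genes were again higher with the tumour: 12 of 18 markers rose over all genes by edgeR and 18 adjusted over the list alone (median 8.16, adjusted p = 1.19e-36; adjusted p = 0.00702 with an estimated correlation). Mb, Tnnc2, Atp2a1 and Actn3 rose by 10.41 ± 0.87, 10.16 ± 0.87, 10.22 ± 1.09 and 5.76 ± 0.49 on the log2 scale, and Myh4, Xirp2, Csrp3 and Myh1 were among the 10 largest rises. Lmod2 and Ampd1 had 0 counts in EV libraries and were at least 267-fold and 244-fold higher against the floor. Aldoa, Atp5o, Arhgap26 and AC121821.1 (higher) and Palm2 and Ddit3 (lower) were also called; all but AC121821.1 are marked by the apparent join of the EV columns. The calls of Mb, Tnnc2 and Actn3 were lost without EV 36 (adjusted p = 0.064 for each) or EV 41 (adjusted p = 0.0619 for each), at log2 fold changes of 10.43 and 10.23 for Mb, 9.91 and 9.94 for Tnnc2 and 5.84 and 5.63 for Actn3. Lmod2, Ampd1, Myh1 and Csrp3 were lost without any 1 EV or tumour-bearing library, and Lmod2 without untreated 4 (adjusted p = 0.0527). Atp2a1, Myh4 and Xirp2 were lost without any 1 EV library (adjusted p = 0.0507 to 0.127), Myh4 also without tumour bearing 17 or 22 and Xirp2 without 21.

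In all, 44 genes rose and 2 fell by edgeR, with 2526 at an unadjusted p under 0.05 and 4506 (25.2%) without overlap against 10% by chance. DESeq2 called 252 higher and 648 lower, including all 46. The limma test on the deposited TPM columns called 8, of which 4 were among the 46. The count was 111 in a fit of these 2 groups alone, 70 without untreated 7, 0, 15 and 2 without EV 36, 37 and 41, and 17, 14 and 15 without tumour bearing 17, 21 and 22. Leaving out the 3 libraries with ovary transcripts left EV 37 as the lone EV library beside untreated 4 and 7, and gave 0 called genes in all 3 comparisons by edgeR. Against EV 37 the log2 fold changes were 10.08 for Mb, 9.37 for Tnnc2 and 11.09 for Atp2a1, and the muscle list had a median of 9.53 (adjusted p = 3.2e-55).

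Of 32 lists, 23 were called (20 higher, 3 lower), and 1 with an estimated correlation. Endothelial markers were higher (median 1.12, 14 of 14 positive, 7 risen adjusted over the list alone and 0 over all genes by edgeR, adjusted p = 9.17e-08; adjusted p = 0.461 with an estimated correlation), with Vwf, Tek and Tie1 at 1.56, 1.24 and 1.06. DESeq2 called these 3 and Flt1 (adjusted p = 0.0145, 0.0306, 0.0447 and 0.0145). Leptin signalling had a median of 0.59 (adjusted p = 0.0265; adjusted p = 0.461 with an estimated correlation), where Stat3 rose adjusted over the list alone at 1.09 ± 0.26. The call was lost without EV 37 (adjusted p = 0.0597), tumour bearing 17 (adjusted p = 0.0557) or the ovary libraries (adjusted p = 0.0541) and with the inferred batches as a term (median -0.16, adjusted p = 0.63). OXPHOS subunits had a median of 0.71 with 75 of 75 positive (adjusted p = 8.77e-16; adjusted p = 0.461 with an estimated correlation). Their 1 member called over all genes by edgeR, Atp5o, is marked by the apparent join of the EV columns. Whether the skeletal muscle transcripts of the tumour-bearing libraries raise this list was not tested. Cell cycle genes were lower (median -3.57, 20 of 20 fallen adjusted over the list alone and 0 over all genes by edgeR, adjusted p = 5.33e-07; adjusted p = 0.461 with an estimated correlation), with Plk1 at -4.07 and Cdk1 at -3.06, both called by DESeq2 (adjusted p = 0.00219 and 0.0381). Against EV 37 alone, without the ovary libraries, the medians were -0.34 for cell cycle genes (adjusted p = 0.0329), 0.21 for OXPHOS subunits (adjusted p = 0.00624) and 0.61 for endothelial markers (adjusted p = 0.00101). Ovary markers had a median of -8.77, or -7.98 with 2 genes at their bound (adjusted p = 0.00207; adjusted p = 0.472 with an estimated correlation). VHL-HIF regulators had a median of 0.38 and a mean of -0.0039 (adjusted p = 0.0434; adjusted p = 0.461 with an estimated correlation), a call lost without EV 36, 37 or 41 or tumour bearing 21, with adjusted p from 0.0506 to 0.101, and by fgsea (adjusted p = 0.151).

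Also called higher with the tumour than with EVs, each with an adjusted p of 0.461 to 0.619 with an estimated correlation, were mitochondrial mRNAs (median 0.91), thermogenic genes (0.36), lipolysis (0.78), lipogenesis (0.67), fatty acid oxidation (0.86), adipocyte identity (0.81), insulin signalling (0.72), macrophage (1.04) and neutrophil markers (1.68). The same range held for glucocorticoid-responsive (1.27), acute phase (0.96), interferon-stimulated (0.47), immediate early (1.26) and erythroid genes (1.20), for the genes the study names (0.82), of which Stat3 rose adjusted over the list alone, and for mammary markers, called lower (-3.58). EV 36 and 41 held ovary transcripts and little Adipoq. Against EV 37 alone, without the ovary libraries, adipocyte and lipolysis medians were -0.21 and -0.11 (adjusted p = 0.336 and 0.378), fatty acid oxidation 0.23 (adjusted p = 0.246), macrophage 0.26 (adjusted p = 0.518) and interferon -0.61 (adjusted p = 0.002). Calls of mitochondrial, glucocorticoid, immediate early, erythroid, mammary and study genes were lost there as well (adjusted p = 0.328, 0.0577, 0.0979, 0.128, 0.707 and 0.156). Without tumour bearing 21, calls were lost for mitochondrial mRNAs, glucocorticoid-responsive, acute phase, neutrophil and immediate early genes (adjusted p = 0.26, 0.242, 0.0517, 0.0977 and 0.557). Without EV 37 they were lost for neutrophil and immediate early genes (0.0597 and 0.0583), and interferon genes lost theirs without EV 36, EV 41, tumour bearing 17 or 22 (0.101 to 0.201). Mammary genes lost theirs without EV 36 or tumour bearing 17 (0.0939 and 0.0761). HIF1 target genes had a median of 0.18 and were not called (adjusted p = 0.0528). They were called higher in 7 of 18 alternatives: without untreated 4 or 10, EV 41 or tumour bearing 17 or 22 (adjusted p = 0.0222, 0.0375, 0.0241, 0.0239 and 0.0347), with the inferred batches as a term (adjusted p = 0.0178) and by fgsea (adjusted p = 0.0323). Without gene IDs that share a symbol, Aldoa among them, the adjusted p was 0.151, and 0.327 by fgsea. Cholesterol synthesis (-0.38), lymphocyte (0.35), fibroblast (0.26), mesothelial (-0.38), nerve (-0.01), ribosomal (-0.14), circadian (0.14) and stress response lists (0.27) were not called. Over the alternatives ribosomal genes were called lower by fgsea (adjusted p = 0.027), fibroblast genes higher in 3 (lowest adjusted p = 0.00502), lymphocyte genes higher in 1 (0.00976), and mesothelial and cholesterol genes lower in 2 and 1 (9.52e-06 and 0.00336).

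The study's genes had these differences between tumour and EV mice: Ppargc1a 1.97, Socs3 1.47, Prdm16 0.94, Ndufv1 0.87, Vcl 0.76, Cidea 1.03, Pnpla2 1.27, Lepr -0.57, mt-Co1 0.93, Vhl -0.19, Lep -1.24, Lipe 0.95, Ucp1 -1.03, Rab27a -0.37, Dio2 0.40, Hif1a -0.01 and Adrb3 0.00 on the log2 scale. None of the 18 passed over all genes by edgeR, where Stat3 had an adjusted p of 0.307. DESeq2 called Stat3 (1.10, adjusted p = 0.00188) and Ppargc1a (1.99, adjusted p = 0.045).

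Across 17876 genes, which are not independent replicates, the EV and tumour fold changes correlated at Pearson's r = 0.183 and Spearman's rho = 0.0313. Simulated unchanged groups that shared their simulated untreated libraries gave a mean r of 0.501 (0.475 to 0.525), and the covariance was 0.282 against 0.46 in simulation. The simulation drew each gene independently and held none of the differences in tissue makeup between libraries. Its values therefore do not show what unchanged groups of such mixed samples would give. The same sign was seen in 49.5% of genes, against 66.4% in simulation, and 0 genes were called in both comparisons in either direction by edgeR. That overlap of 0 was fixed by the calls and says nothing on sharing. EV versus untreated had 0 higher and 1 lower, and tumour bearing versus untreated 39 higher and 0 lower. The correlation was 0.709 without the ovary libraries, where unchanged groups gave 0.41 and EV 37 stood alone, and 0.0038 with the inferred batches as a term, where they gave 0.404. It was 0.495, 0.0829 and 0.344 without untreated 4, 7 and 10, against 0.624, 0.626 and 0.632 for unchanged groups. Without EV 36, 37 and 41 it was 0.331, -0.0384 and 0.301, against 0.436, 0.432 and 0.44. The covariance lay above that of unchanged groups without the ovary libraries (2.24 against 0.602), untreated 4 (1.20 against 0.628), untreated 10 (0.946 against 0.639) or EV 36 (0.573 against 0.556). It lay below without untreated 7 (0.107 against 0.669), EV 37 (-0.0736 against 0.401), EV 41 (0.513 against 0.579) or any 1 tumour-bearing library, and with the batch term (0.00491 against 0.553). Whether the 2 effects share genes beyond the shared untreated mice thus stays open.

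The log2 ratio of mt-Co1, a mitochondrial transcript, to Ndufv1, a nuclear one, was 7.22 ± 0.35 in untreated, 7.04 ± 0.12 in EV and 6.95 ± 0.67 in tumour-bearing mice (SD, n = 3). The differences were -0.18 for EV and -0.27 for tumour against untreated and -0.09 between tumour and EV (exact permutation p = 0.7, 0.6 and 1, 2-sided, where 0.1 is the smallest possible). In the deposited TPM columns these differences were -0.37, 0.36 and 0.74 (exact permutation p = 0.5, 0.4 and 0.1), so both differences with the tumour had the other sign there.

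Genes carrying a miR-204-5p site in their 3′ UTR were not lower than length-matched genes at the threshold. The 2508 genes with a site differed from the 12888 without one by a median of 0.01 (permutation p = 0.124) for EV versus untreated and -0.02 (permutation p = 0.178) for tumour bearing versus untreated on the log2 scale. Vhl has 1 such site, of the 8mer kind, and Hif1a and Lep have 0. Among genes of at least 10 CPM the EV difference was 0.02 (permutation p = 0.0348), towards higher values. The permutations shuffled sites among genes, which are not independent replicates, so these p values do not measure the spread between mice.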

Values the study reported

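The study reported that mice bearing 4T1/Ctrl and 231/Ctrl tumours lost about 6.41% and 7.57% of their body weight. It also reported a 15-fold higher miR-204 level in sEVs from MCF-10A cells made to express miR-204 than in MCF-10A sEVs.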

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

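All tests of explanations for the muscle, ovary and called-list patterns in this part were chosen after the results were seen; the counts of other splits were planned. The exchange of samples was tested in place of a less specific idea written earlier, which could not test a swap. A test of the difference between the tumour and EV effects called 46 genes and gave a median log2 difference of 8.16 for the skeletal muscle list, which differs between the groups. In the deposited TPM columns, which were used in alternatives but not in the main comparisons, 635 genes in tumour bearing 17 and 558 in tumour bearing 22 had 0 counts and a value above 1, against at most 322 in an untreated library.

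Skeletal muscle genes were high in all 3 tumour-bearing samples. A processing batch shared by tumour bearing 17 and 22 is argued against by tumour bearing 21, which lay outside it and exceeded untreated 4 and 10 by a median of 8.7355 on the log2 scale. Ucp1 reached that of the lowest tumour-bearing library in untreated 4, EV 37 and EV 41, while their muscle list lay at least 7.1807 lower (SD of the tumour-bearing libraries 0.6923). Such Ucp1 levels thus occurred without muscle transcripts. A thermogenic programme that also uses muscle genes stays open. The muscle list was already known to lie at -0.30 to 0.22 outside the tumour-bearing group, so this test had a fixed outcome. It replaced an earlier test against untreated 4 alone, after that outcome was seen. There 5 thermogenic genes had a median log2 difference of 0.4506 in tumour-bearing libraries, with gene means from -0.1275 (Ucp1) to 1.4175 (Cidea). Pieces of skeletal muscle in the samples stay open: 100% of the 18 markers, Acta1 and Ckm among them, were above untreated 4 and EV 37 in all 3 libraries, which restates the pattern and does not test them. A biological effect of the tumour stays open as well, since it was not tested apart from such pieces.

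Ovary genes were high in untreated 10, EV 36 and EV 41. Pieces of ovary in these samples stay open: 84.6154% of the 13 markers (all but Hoxa13 and Sprr2f) were above the other 6 libraries in all 3, which restates the pattern and does not test them. As labelled, the list in untreated 10 exceeded that of EV 37 by 7.3945, which argues against the EV injections unless these samples were exchanged. With untreated 10 and EV 37 exchanged 2740 genes were called, a count that points to a structure of the samples. An exchange would not by itself bring ovary transcripts into a sample, so it is no alternative to pieces of ovary. Whether samples were exchanged stays open, since ovary transcripts in the same 3 libraries give this split with or without an exchange. The highest Lep, 714 CPM, was in EV 37, while EV 36 and EV 41 lay within the range of untreated mice. The study describes raised leptin and leptin signalling in fat after these EVs, the signalling by RNA sequencing. Lep in 1 library therefore does not decide whether samples were exchanged.

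Of 8 fat-cell and mitochondrial lists called for tumour bearing versus untreated, 25.0% kept their sign and at least 50% of their size against untreated 4 alone: leptin signalling (0.9304 to 0.5919) and thermogenic and beige genes (1.0293 to 0.6961). The other 6 did not, in line with the lower share of fat cells in untreated 7 and 10, which does not go with the lists that kept theirs; both readings rest on 1 library. A lower share of fat cells alone would raise macrophage markers in untreated mice, yet their list was 1.5767 higher in tumour-bearing mice (larger SD 0.5352). This prediction does not test dilution by other tissue. The macrophage list was at 4.47 and 4.23 in untreated 7 and 10, which held less Adipoq, and at 5.25 in untreated 4. Its median difference was 1.71 against all untreated mice and 0.88 against untreated 4 alone. Less adipose tissue as a whole in untreated 7 and 10, muscle transcripts for the thermogenic and leptin signalling lists, and a response to the tumour stay open.

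With 3 mice against 3 there are 10 splits, which cannot give a share under 0.05. For EV versus untreated, 2 splits gave at least the real 1 gene (highest other 2740) and 9 gave at least the real 9 lists (highest other 20). For tumour bearing versus untreated, 2 splits gave at least 39 genes and 1 gave at least 25 lists (highest others 81 and 21). The split with 81 genes followed the inferred batches. With these as a term 4 genes were called for the real groups, a fit in which tumour bearing 21 alone stands against untreated 4 and 10. Log2 fold changes there were close to or above those without the term (Mb 10.03 ± 1.12 against 10.23 ± 0.87, Atp2a1 10.91 ± 0.86 against 10.63 ± 1.11, Tnnc2 11.43 ± 0.96 against 10.11 ± 0.87), so the lost calls do not speak for a batch as the cause. For tumour bearing versus EV, 1 split gave at least 46 genes and 1 at least 23 lists (highest others 0 and 22).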

How the results depend on the processing

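Over 10581 alternative values of 527 results, 9544 stayed the same, 419 were weaker, 137 were stronger, 49 reversed and 432 moved. For a single gene or list, the same means that direction and side of the threshold were kept, and weaker or stronger means a call lost or gained. For a count of called genes or lists, weaker or stronger means a count lower or higher by more than a fixed ratio. Moves of genes and lists past no threshold were sign changes: 161, 81 and 89 for genes and 51, 21 and 17 for lists in EV versus untreated, tumour bearing versus untreated and tumour bearing versus EV. No paired analysis was possible because the groups share no replicate numbers. Counts limit genes at a few counts per library, and fits with 1 library in a group assume it varies like the others. A pseudocount of 0.1 and another TPM filter were not run. The cause of a change was not tested unless fewer libraries or genes show it.

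Called genes for EV versus untreated were 4 without a count filter, 0 with the 2 groups alone, 0 with the inferred batches as a term, 0 with shared symbols left out, 0 without the ovary libraries, 0 without the ovary and smooth muscle libraries, 16 by DESeq2 and 6 by limma on the deposited TPM columns. They were, for tumour bearing versus untreated, 4 with the batches, 0 and 0 without those libraries, 750 by DESeq2 and 1 by limma. They were, for tumour bearing versus EV, 111 with the 2 groups alone, 27 with the batches, 0 and 0 without those libraries, 900 by DESeq2 and 8 by limma. Leaving out each mouse gave 0 to 2, 8 to 38 and 0 to 70 genes, and 5 to 18 lists for EV versus untreated. Lists called with an estimated correlation were 0, 1 and 1. Without the ovary libraries 11 lists were called for tumour bearing versus EV; without the smooth muscle library too, 12 there and 13 for tumour bearing versus untreated.

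The correlation of the effects was 0.2553 with a stricter filter, 0.0038 with the batches and 0.7093 without the ovary libraries (0.497, 0.4039 and 0.4098 for unchanged groups there), and -0.0384 to 0.4954 leaving out each mouse. The miR-204-5p difference was 0.0166 for EV and 0.0076 for the tumour at 10 CPM or more, and 0.0033 for the tumour with 6mer sites. The mt-Co1 to Ndufv1 difference was 0.7367 for tumour and EV and 0.363 for tumour and untreated in the deposited TPM columns, both of the other sign than in counts.

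With the batches as a term, the direction of the list test reversed (median in brackets, which can keep its sign) for EV versus untreated in lipolysis (-0.27), lipogenesis (-0.72), mesothelial (0.42) and ribosomal genes (0.16), for tumour bearing versus untreated in interferon (-0.79) and ribosomal genes (0.065), and for tumour bearing versus EV in interferon genes (-1.02). Without the ovary libraries it reversed for EV versus untreated in OXPHOS (0.16), interferon (0.91), mesothelial (0.53) and erythroid genes (0.018), for tumour bearing versus untreated in cell cycle genes (0.21), and for tumour bearing versus EV in lipolysis (-0.11), adipocyte (-0.21) and interferon genes (-0.61). Without the smooth muscle library too, the EV and untreated groups each held a lone library. The direction of the list test then reversed for EV versus untreated in lipolysis (-0.27), lipogenesis (-1.11), fatty acid oxidation (-0.39) and adipocyte genes (-0.28). It also reversed there in interferon (0.77), neutrophil (-1.74), lymphocyte (-0.084), mesothelial (1.03) and ribosomal genes (0.21). This held in tumour bearing versus untreated for OXPHOS (-0.13), mitochondrial mRNAs (-0.68), lipolysis (-0.33), lipogenesis (-0.55), fatty acid oxidation (-0.20), adipocyte (-0.35), interferon (0.090), erythroid (-0.16), cell cycle (0.36) and ribosomal genes (0.31), and for tumour bearing versus EV for lipolysis (-0.11), adipocyte (-0.20) and interferon genes (-0.61).

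Leaving out each mouse for EV versus untreated gave medians of -0.44 to 0.48 for OXPHOS, -0.88 to 0.80 for mitochondrial mRNAs, -0.44 to 0.53 for endothelial, -0.94 to 2.08 for lipolysis, -0.72 to 1.73 for lipogenesis, -1.12 to 0.42 for mesothelial, -0.38 to 0.16 for ribosomal, -0.57 to 0.92 for fatty acid oxidation and -0.016 to 1.27 for macrophage genes. It gave, for tumour bearing versus untreated, -0.57 to 0.024 for ribosomal and -2.37 to 0.19 for cell cycle genes.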

Other observations

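The glucocorticoid-responsive, immediate early and heat shock, acute phase and neutrophil lists stood highest in tumour bearing 21, at mean log2 CPM of 8.38, 6.66, 5.73 and 4.07. Saa3, an acute phase apolipoprotein of fat and macrophages chosen after its values were seen, was at 504 CPM in this library, at 270 CPM in EV 36 and at 0.346 to 5.81 CPM in the other 7.

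The miR-204-5p test was planned. If vesicle miR-204-5p lowered its targets, genes with a site would lie below length-matched genes; the differences were 0.0117 for EV versus untreated and -0.02 for tumour bearing versus untreated (permutation p = 0.124 and 0.178). Both p values met the bound set beforehand against the idea, but that bound was wrong, since a p over the threshold does not exclude a fall smaller than the spread of the permutations. The EV difference also met the other bound, being above 0, by less than that spread; among genes of at least 10 CPM it was 0.0166 (permutation p = 0.0348), away from a fall. On simulated data the test found a shift of -0.1 (permutation p = 0.0015), a size neither real difference came near, while a smaller fall, or one in fewer genes, stays open. All these p values come from shuffling sites among genes and do not cover the spread between mice.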
